A study of Saccharomyces cerevisiae with 39 samples. Its data were reported in "Genome‐wide off‐rates reveal how DNA binding dynamics shape transcription factor function" (2020).

How the data were processed

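Newly made RNA was measured in budding yeast by 4tU-seq, in which cells take up 4-thiouracil for a short period, the labelled RNA is biotinylated and pulled out of total RNA, and the recovered RNA is sequenced. The series held 39 libraries in 13 groups of 3 replicates. In 33 libraries the strain carried Abf1 with an anchor-away tag, which binds a ribosomal anchor protein in the presence of rapamycin and is thereby taken out of the nucleus. The other 6 libraries came from the untagged parental strain (WT). Both strains carry a rapamycin-resistant TOR1 allele and lack FPR1, so that rapamycin itself should have little effect. Cells were labelled with 5 mM 4-thiouracil for 6 min. The 0 min groups received only the solvent for 90 min, and the other groups received 7.5 µM rapamycin for the time in the group's name.

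The authors deposited raw counts per feature. Following their methods, paired-end reads were aligned to sacCer3 with HISAT2, each combination of unique molecular identifiers was kept once, reads were assigned with featureCounts to annotated features extended with published transcription start sites, and the counts of separate sequence runs of a library were added up. The alignment was set to a strand-specific library. Whether the counting step used strand was not stated, so values of overlapping and antisense genes are uncertain, as are those of near-identical gene copies. The authors' deposited table of comparisons holds log2 fold changes and adjusted p-values from DESeq2, one pair of columns for each time point against 0 min, for rapamycin in WT and for the strains at 0 min. The deposited p-value columns hold NA for some features, and these stayed NA.

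The count table held 6420 features, of which 88 had no count in any library, 6020 were named as open reading frames and 299 as tRNA genes. It held 0 rRNA features, so no rRNA had to be taken out. Total counts ranged from 3500982 to 11266408 per library with a median of 5467295. A count of 0 in a library therefore allowed up to 3 counts of its total. Because identical identifier combinations were already merged, counts stand for molecules, but intervals and floors cover counting error only. Gene symbols and coordinates came from the NCBI annotation of assembly R64, the assembly distributed as sacCer3, in which 6142 of the 6420 identifiers were found.

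Differential synthesis was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F-test with robust dispersion estimates, TMM factors and one coefficient per group over all 39 libraries in one fit. The function filterByExpr (minimum count 10) kept 5722 features, which held 99.99% of the counts. A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.01 and its fold change over 1.5, the thresholds of the study's methods. The study used DESeq2, which was run here (version 1.42.0) as an alternative. The lower set and the higher set are the genes called in that direction at both 20 and 30 min. Rapamycin in WT, the strains at 0 min and the difference between the rapamycin effects of the strains at 90 min (interaction) were tested in the same fit. Normalized counts are given as CPM, from TMM-adjusted library sizes. The study's methods describe no reference RNA added in a known amount. Fold changes, rates and levels of synthesis are therefore relative to the labelled RNA of each library. A change in synthesis shared by all genes would not be seen. Standard errors of log2 fold changes were computed from the fold change and its F statistic. Ribosomal protein genes, chosen by symbol, were tested as sets with camera (limma 3.58.1, inter-gene correlation 0.01, two-sided, log2 CPM with a prior count of 2, Benjamini-Hochberg adjustment over the 8 tests, threshold 0.05) and with fry. The symbols were RPL, RPS or RPP and a number for cytosolic genes, and MRP, MRPL or MRPS and a number for mitochondrial ones. Genes with other symbols were left out, so the sets may be incomplete.

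For the rate of decrease, each library was scaled to the median total count, and y = yf + (y0 - yf) exp(-k t) was fitted by nonlinear least squares to the 33 tagged libraries for each gene of the lower set. A fit counted as reliable when it converged with k from 0.01 to 1 per min and a pseudo-R2 of at least 0.5.

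Samples were grouped by the labels. The genes named in the text were chosen by a rule set before the data were examined: ABF1, FPR1 and TOR1 as checks of the labels; SRB2, NCP1 and OCA5, whose promoters the study names as extremes of Abf1 residence time; the 6 lowest and 4 highest fold changes at 20 min in the lower and higher sets; and the 2 lowest and 2 highest among called genes of each of the other comparisons. Beyond the first 6, a named gene needed a mean count of at least 50 in the higher group and no overlap between the replicates of the groups. Genes named outside this rule were chosen after their values were seen, and the text says so.

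Same-numbered replicates were compared by the correlation of their deviations from the group means across genes. In the tagged strain these correlations had a median of 0.51 over 165 pairs of libraries, and for each time point against 0 min all 3 pairs exceeded 0.1, except at 50 min, where the lowest was 0.085. The replicate numbers are therefore read as pairing the tagged libraries, by their values rather than by a label. Between the WT groups the correlations ranged from 0.061 to 0.12, and same-numbered tagged and WT libraries had a median of 0.066, so the numbers do not pair those. No pair of replicates agreed within sampling noise: the chi-square per degree of freedom over genes with at least 20 counts ran from 2.04 to 4.27 in WT and from 7.11 to 45.2 in the tagged strain.

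The procedure was tested on simulated counts for the real genes and library sizes with 200 changed genes. It recovered 86.0% of the 200 changed genes at 20 min with 1 wrong call among 5700 genes tested, and 67.5% by interaction with 1 wrong call. In the 39-library fit to simulated WT libraries with no change there were 0 calls among 5700 genes. As no change was put into WT, this does not show whether the shared fit misses an effect there. Of 200 simulated decay curves 96.0% gave a reliable fit, with a median ratio of fitted to true rate of 1.00. Because all time points share the 0 min libraries, unchanged groups were simulated against them 20 times. A second 20 simulations put the observed changes into the groups at 20 and 30 min and no difference between the strains at 0 min. All simulated libraries were drawn independently, with dispersions from the fit over all 39 libraries. They hold neither the smaller spread of WT nor the deviations shared by same-numbered tagged libraries.

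The alternatives were DESeq2, other scalings, other filters on low counts, a replicate block, fits over only the groups compared, other thresholds and leaving out each library in turn. Most were fixed before the data were examined. A replicate block nested in strain, total counts as library sizes and a correction for GC content and gene length were chosen after seeing the data. Keeping rRNA features was planned and not run. Other analyses used Python 3.11.15 and Matplotlib 3.10.9.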

Results

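To follow promoter output during the loss of Abf1, an essential DNA binding protein of budding yeast, newly made RNA was labelled with 4-thiouracil and sequenced at 11 time points over 90 min. Abf1 was tagged for nuclear depletion, which is started by adding rapamycin. Each time point had 3 replicates, giving 33 libraries, and sampling was densest in the first 20 min. The untagged parental strain (WT) was measured after 90 min with solvent (WT 0 min) and after 90 min with rapamycin (WT 90 min), with 3 replicates each. Mean total counts per group lay between 4105044 counts (SD 716441, n = 3) at Abf1 90 min and 7473784 counts (SD 3294465, n = 3) at Abf1 10 min. The deepest library, replicate 3 of Abf1 10 min, held 11266408 counts and the shallowest, replicate 3 of Abf1 90 min, 3500982. Replicates differed more in the tagged strain than in WT. The biological coefficient of variation over genes was 17.0% among tagged libraries and 4.79% among WT libraries.

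The genes changed by the strain construction were examined first. FPR1 (YNL135C, chromosome XIV, 371882 to 372226, assembly R64), which is deleted in both strains, had 0 counts in each of the 39 libraries. The 3-count limit lies at 0.864 CPM in the shallowest library. TOR1 (YJR066W, chromosome X, 559416 to 566828) was at 860 ± 3.56 CPM (SD, n = 3) in WT 0 min and 889 ± 29.4 CPM (SD, n = 3) in Abf1 0 min. ABF1 itself (YKL112W, chromosome XI, 226570 to 228765) was at 367 ± 19.8 CPM (SD, n = 3) in WT 0 min and 732 ± 64.9 CPM (SD, n = 3) in Abf1 0 min, a log2 difference of 0.99 (SE 0.12, edgeR adjusted p = 8.05e-06). Anchor-away moves the protein and leaves the gene in place. Newly made ABF1 RNA changed by a log2 fold change of 0.23 (SE 0.12, edgeR adjusted p = 0.266) at 20 min and of 0.27 (SE 0.12, edgeR adjusted p = 0.0753) at 90 min, neither past the threshold. Leaving out single libraries gave values from 0.12 to 0.33 at 20 min and from 0.14 to 0.36 at 90 min.

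The main comparison asked which genes changed synthesis at each time after rapamycin against 0 min, relative to the labelled RNA as a whole. The number of genes called lower was 29 at 5 min, 230 at 10 min, 392 at 15 min, 495 at 20 min and 561 at 30 min. It then rose slowly, to 591 at 40 min, 605 at 50 min, 635 at 60 min, 648 at 75 min and 648 at 90 min. The number called higher started at 0 at 5 min, where 196 genes had a higher value at an unadjusted p under 0.05. It was 14 at 10 min, 18 at 15 min, 36 at 20 min, 72 at 30 min and 85 at 40 min, and reached 152 at 50 min, 157 at 60 min, 271 at 75 min and 358 at 90 min. Lower genes thus made up 93.2% of the calls at 20 min and 64.4% at 90 min. Of the 5722 genes tested, 800 were called lower and 433 higher at 1 time point or more, and 1 gene was called in both directions. The count at 5 min moved most with the processing: a fit of those 6 libraries alone called 0 genes lower.

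**Figure D1:**
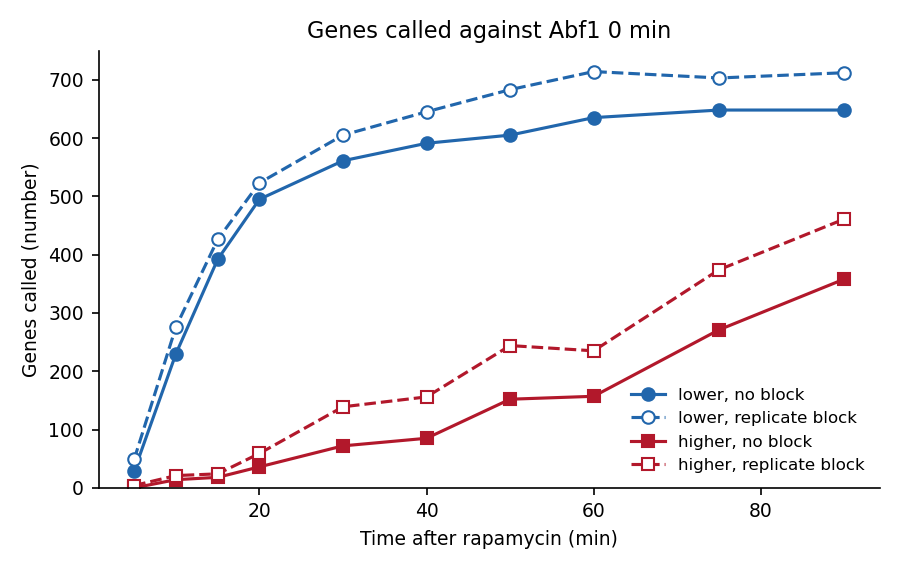
Number of genes called lower (blue circles) and higher (red squares) at each time after rapamycin (min) against Abf1 0 min, in the fit without a block (filled symbols) and with the replicate number as a block (open symbols). Lower calls rose from 29 at 5 min to 495 at 20 min without the block, whereas higher calls rose from 36 at 20 min to 358 at 90 min.

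Higher calls depended on the replicates. With the replicate number as a block, 59 genes were higher at 20 min, 139 at 30 min, 156 at 40 min and 244 at 50 min, and 49 genes were lower at 5 min. Leaving out replicate 2 of the time point compared reduced the higher calls to 22 at 20 min, 31 at 30 min, 33 at 40 min, 81 at 50 min, 73 at 60 min, 123 at 75 min and 182 at 90 min. Leaving out Abf1 0 min replicate 1 reduced them to 47 at 30 min, 53 at 40 min, 90 at 50 min, 99 at 60 min, 160 at 75 min and 227 at 90 min. The lower calls at 10 min and later stayed within 1.5 times of the full count in each of these fits. Without Abf1 5 min replicate 1, 16 genes were lower at 5 min.

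Following the study's definition of a differentially expressed gene, 484 genes were lower and 28 higher at both 20 and 30 min. Of the 484, 477 were open reading frames and 7 were snRNA or snoRNA genes. DESeq2 gave 501 lower genes, 484 of them in the lower set here. The replicate block gave 48 higher genes, including the 28. In 20 simulations of unchanged groups against the shared 0 min libraries, 0 genes were called at both time points in either direction. Of the lower set, 226 genes were already called at 10 min and 384 at 15 min. The median log2 fold change of the lower set was -0.28 at 5 min, -0.65 at 10 min, -1.27 at 20 min, -1.50 at 40 min and -1.40 at 90 min. At 90 min 8 of its genes had 3 counts or fewer in every library, and setting them to their bounds left the median at -1.40. At 90 min 448 of the 484 genes were still called lower (92.6%, 95% Wilson interval 89.9% to 94.6%). Of the higher set, 24 of 28 were still called higher (85.7%, 95% Wilson interval 68.5% to 94.3%). These intervals treat genes as independent and do not cover the spread between libraries. Without Abf1 90 min replicate 2 the share of the lower set was 89.6%. The comparisons at 20 and 90 min share the 0 min libraries. The log2 fold changes at these times correlated across genes with r = 0.83 (genes are not independent replicates), against a median of 0.49 in the simulations of unchanged groups.

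**Figure D2:**
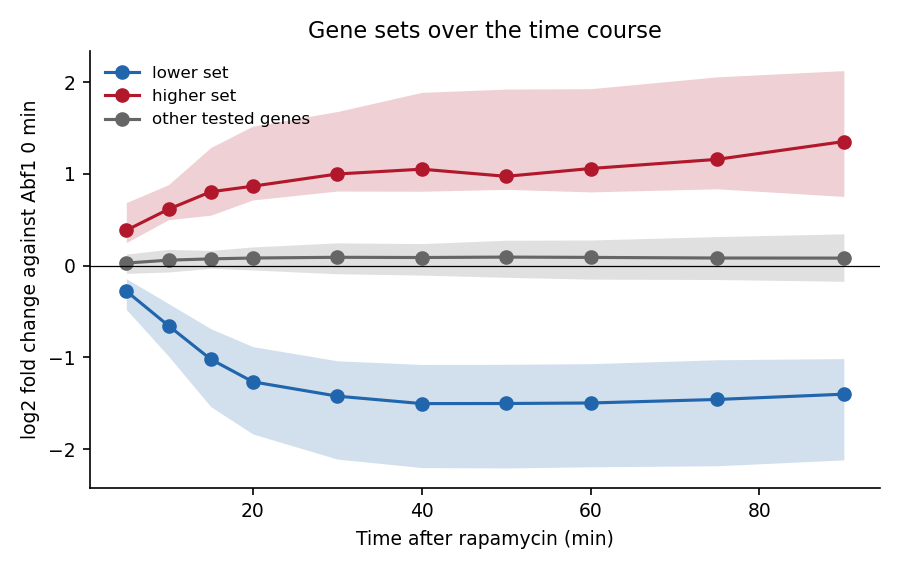
Median log2 fold change against Abf1 0 min (lines) and interquartile range (shading) at each time after rapamycin (min) for the 484 genes of the lower set (blue), the 28 genes of the higher set (red) and the other tested genes (grey). The median of the lower set fell to -1.27 at 20 min and lay at -1.40 at 90 min; the sets were chosen on the 20 and 30 min values.

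The lowest fold changes at 20 min belonged to small nucleolar RNA genes of one cluster on chromosome XII. SNR57 (794937 to 795024, minus strand) fell from 36.1 ± 4.49 CPM to 0.547 ± 0.629 CPM (SD, n = 3 each), a log2 fold change of -5.92 (SE 0.54, edgeR adjusted p = 2.29e-10). SNR55 (794697 to 794794, minus strand) fell from 11.8 ± 0.434 CPM to 0.278 ± 0.326 CPM (SD, n = 3 each), a log2 fold change of -5.25 (SE 0.65, edgeR adjusted p = 1e-07). Both had at most 8 counts per library at 20 min, so these values are imprecise; at 90 min SNR55 had at most 1 count per library and was at least 13.7-fold lower than at 0 min. The lowest protein-coding gene was TFB1 (YDR311W, chromosome IV, 1085065 to 1086993), at 85.9 ± 10.3 CPM at 0 min and 3.58 ± 0.718 CPM at 20 min (SD, n = 3 each), a log2 fold change of -4.59 (SE 0.28, edgeR adjusted p = 3.61e-14). FIN1 (YDR130C, chromosome IV, 715747 to 716622) followed with -4.19 (SE 0.25) and ARO3 (YDR035W, chromosome IV, 521816 to 522928) with -3.97 (SE 0.30). SSE2 (YBR169C, chromosome II, 573915 to 575996), a chaperone gene with a close paralog, fell from 696 ± 253 CPM to 50.1 ± 10.0 CPM (SD, n = 3 each) and came back in part, to 129 ± 18.9 CPM at 90 min (SD, n = 3).

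Of the genes that rose, RNP1 (YLL046C, chromosome XII, 46714 to 47463) had a log2 fold change at 20 min of 3.38 (SE 0.34, edgeR adjusted p = 1.54e-09), from 1.17 ± 0.606 CPM to 12.5 ± 3.24 CPM (SD, n = 3 each). VIR1 (YGL036W, chromosome VII, 428601 to 431330) was far more abundant and rose from 590 ± 111 CPM to 2282 ± 243 CPM (SD, n = 3 each), a log2 fold change of 1.95 (SE 0.12, edgeR adjusted p = 3.75e-14), peaked at 5548 ± 43.5 CPM at 60 min and stood at 4051 ± 321 CPM at 90 min (SD, n = 3 each). SNN1 (YNL086W, chromosome XIV, 466334 to 466642) rose by 1.57 (SE 0.19) and ATG36 (YJL185C, chromosome X, 82095 to 82976) by 1.44 (SE 0.15) on the log2 scale at 20 min. In WT with rapamycin, VIR1 changed by -0.11 (SE 0.12, edgeR adjusted p = 0.876).

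**Figure D3:**
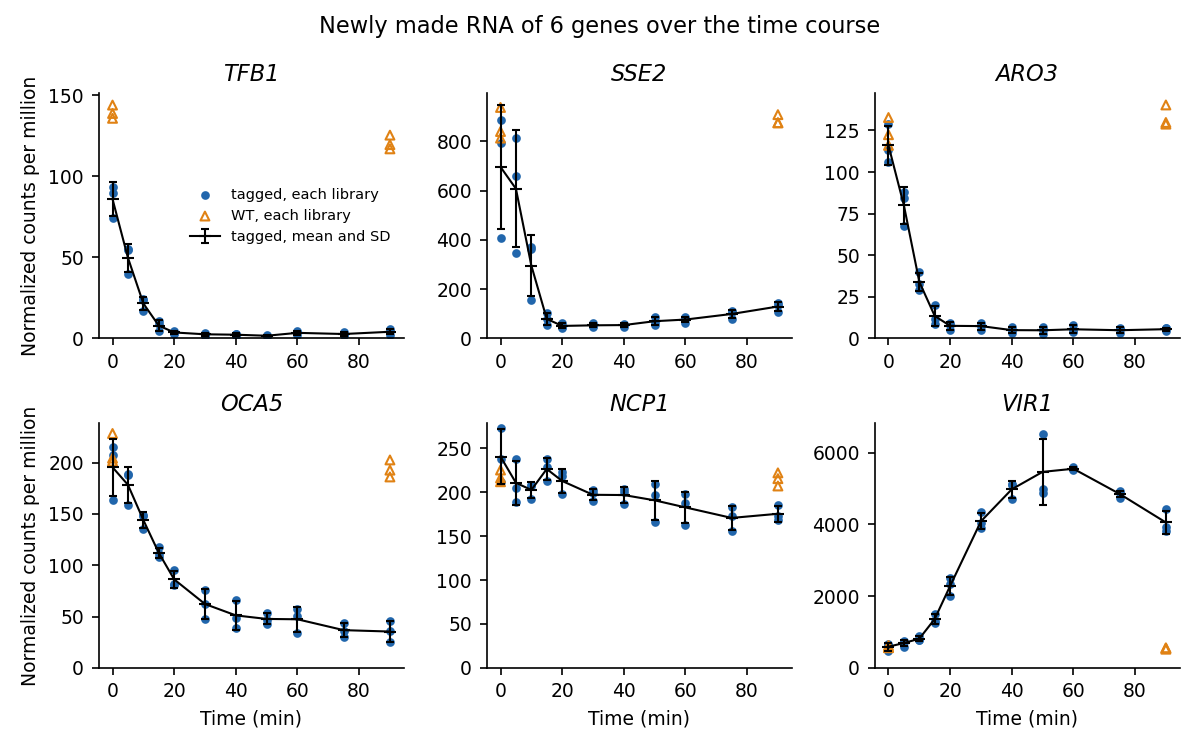
Normalized counts (CPM) of 6 genes against time after rapamycin (min) in the tagged strain (blue points, single libraries; black line and bars, mean and SD of 3 replicates) and in WT at 0 and 90 min (orange triangles, single libraries). TFB1, SSE2, ARO3 and OCA5 fell in the tagged strain, VIR1 rose from 590 CPM to 5548 CPM at 60 min and lay at 4051 CPM at 90 min, and NCP1 fell from 241 to 176 CPM by 90 min.

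Promoters at the extremes of Abf1 residence time were examined next. Single genes do not show how residence time and response are related, which the study examined over its set of downregulated genes. SRB2 and NCP1 are divergent genes that share a promoter from which Abf1 leaves fast. SRB2 (YHR041C, chromosome VIII, 189131 to 189864) was weakly expressed, at 8.42 ± 0.392 CPM at 0 min and 7.75 ± 1.14 CPM at 20 min (SD, n = 3 each), a difference within the replicate spread (log2 -0.12, SE 0.21, edgeR adjusted p = 0.813). At 90 min it was at 12.9 ± 2.35 CPM (SD, n = 3), a log2 fold change of 0.62 (SE 0.21, edgeR adjusted p = 0.0208), over the fold-change minimum but above the adjusted p of 0.01, and opposite in sign to NCP1. NCP1 (YHR042W, chromosome VIII, 190543 to 192618) changed on the log2 scale by -0.18 (SE 0.09, edgeR adjusted p = 0.255) at 20 min. At 90 min it changed by -0.46 (SE 0.09, edgeR adjusted p = 0.000255), below the fold-change minimum of 1.5. Without Abf1 0 min replicate 2 its change was -0.30 at 20 min, and -0.59 at 90 min, which passed that minimum. Across the fits that each left out one library, SRB2 ran from -0.25 to -0.055 at 20 min and from 0.41 to 0.68 at 90 min. OCA5 (YHL029C, chromosome VIII, 45929 to 47968), where Abf1 stays long, fell steadily from 195 ± 27.6 CPM at 0 min to 86.2 ± 8.36 CPM at 20 min and 35.4 ± 9.90 CPM at 90 min (SD, n = 3 each). Its log2 fold change was -1.18 (SE 0.19, edgeR adjusted p = 8.1e-06) at 20 min and -2.47 (SE 0.20, edgeR adjusted p = 1.11e-11) at 90 min.

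Exponential decay was fitted to each gene of the lower set to describe how fast synthesis fell. Of the 484 genes, 445 gave a converged fit and all 445 met the criteria of a reliable fit. The median decrease rate k was 0.0981 per min, with quartiles of 0.0742 and 0.139 per min. Time constants (1/k) had a median of 10.2 min and quartiles of 7.18 and 13.5 min. The SD of the median rate over the 3 replicate numbers was 0.0142 per min. A fit on the log2 scale moved the median rate most, to 0.11 per min. Synthesis levelled off at a median of 31.3% of the starting level, both as shares of a library's counts. The median pseudo-R2 was 0.902. OCA5 had a time constant of 18.9 min, longer than the third quartile, and TFB1 one of 6.87 min.

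Rapamycin was given to WT to see how much of the response comes from the drug. In the fit over all 39 libraries, 0 genes were called lower and 0 higher in WT 90 min against WT 0 min, where 280 genes were lower and 224 higher at an unadjusted p under 0.05. None of the 484 genes of the lower set was called (0%, 95% Wilson interval 0% to 0.787%, which treats genes as independent). The median log2 fold change of these 484 genes in WT was -0.02. This result depended on the fit. When the 6 WT libraries were fitted alone, with the smaller spread of that strain, 26 genes were higher, 7 were lower and 1064 of 5576 tested had an adjusted p under 0.05. Of these calls, 1 lower and 2 higher genes belonged to the lower set. The 26 higher genes had a median length of 206 bp, against 1248 bp for the genes tested. Removing the trend of each WT library on GC content and gene length left 7 lower and 2 higher genes, of which 5 were among the 33 calls, and 341 genes with an adjusted p under 0.05. The calls in WT therefore depend on that correction.

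The strains were compared at 0 min to measure the effect of the tag before depletion. In the tagged strain 16 genes were lower and 14 higher than in WT. DESeq2 called 33 lower and 18 higher, the replicate block 37 and 34, and leaving out single libraries gave 8 to 10 lower and 3 to 12 higher genes, so these counts are unstable. PHO84 (YML123C, chromosome XIII, 24037 to 25800) was at 19.1 ± 1.68 CPM in WT and 0.496 ± 0.371 CPM in the tagged strain (SD, n = 3 each), a log2 difference of -5.20 (SE 0.59, edgeR adjusted p = 2.31e-06). FLO1 (YAR050W, chromosome I, 203403 to 208016), whose family members are alike in sequence and whose count is uncertain for that reason, differed by -2.70 (SE 0.40, edgeR adjusted p = 0.000146). TSA2 (YDR453C, chromosome IV, 1365072 to 1365662) was higher by 1.45 (SE 0.25, edgeR adjusted p = 0.000966) on the log2 scale, which left the threshold without WT 0 min replicate 1 (edgeR adjusted p = 0.0141). AAD4 (YDL243C, chromosome IV, 17577 to 18566), also one of a family of similar genes, was higher by 1.18 (SE 0.13, edgeR adjusted p = 2.31e-06). Of the lower set, 10 genes were already called lower in the tagged strain at 0 min, and the set's median log2 difference was -0.19.

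The rapamycin effects of the strains at 90 min were then compared directly. By interaction 505 genes were lower and 161 higher in the tagged strain relative to WT, and 408 of the 484 genes of the lower set were among the lower calls. The lowest were NPC2 (YDL046W, chromosome IV, 371240 to 371761), with an interaction of -7.19 (SE 0.51, edgeR adjusted p = 2.1e-12), and SMD1 (YGR074W, chromosome VII, 635712 to 636152), with -6.43 (SE 0.47, edgeR adjusted p = 3.8e-12). NPC2 fell from 126 ± 10.1 CPM to 1.02 ± 0.392 CPM in the tagged strain (SD, n = 3 each) and went from 141 ± 6.58 CPM to 176 ± 4.78 CPM in WT (SD, n = 3 each). SMD1 had at most 2 counts per library at 90 min and was at least 35.2-fold lower than at 0 min. The highest were BIL2 (YGL015C, chromosome VII, 465043 to 465435), with 4.61 (SE 1.06, edgeR adjusted p = 0.00145), and RNP1, with 4.46 (SE 1.06, edgeR adjusted p = 0.00223). In WT both had at most 5 counts per library, so the size of these interactions is poorly determined. BIL2 dropped to 2.94 (edgeR adjusted p = 0.386) without WT 0 min replicate 2. RNP1 lost its call without that library (4.19, edgeR adjusted p = 0.0502) and without WT 90 min replicate 1 (3.81, edgeR adjusted p = 0.0124). Without WT 90 min replicate 2 the interaction of RNP1 rose to 7.53. When only the 12 libraries compared were fitted, both stayed above the adjusted p of 0.01 (0.0184 for BIL2 and 0.0348 for RNP1).

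Ribosomal protein genes were tested as sets because rapamycin acts on them in ordinary strains. The 138 cytosolic ribosomal protein genes had a median log2 fold change of -0.10 at 20 min (camera adjusted p = 0.33), 0.23 at 90 min (camera adjusted p = 0.0481), 0.22 in WT with rapamycin (camera adjusted p = 1.06e-08) and 0.24 between the strains at 0 min (camera adjusted p = 1.32e-07). The 56 mitochondrial ribosomal protein genes found by symbol had medians of 0.08 at 20 min (camera adjusted p = 0.269), 0.15 at 90 min (camera adjusted p = 0.926), 0.08 in WT with rapamycin (camera adjusted p = 0.00301) and -0.06 between the strains (camera adjusted p = 0.269). No set passed the threshold under fry, where the lowest adjusted p was 0.532. None passed under camera with the correlation estimated from the data, where the lowest adjusted p was 0.976. By interaction at 90 min the cytosolic median was 0.0069 (camera unadjusted p = 0.87). The mitochondrial one was 0.039 (camera unadjusted p = 0.221). The cytosolic rise at 90 min was therefore not shown to be specific to the tagged strain. The sets were not tested again after the correction for GC content and gene length, so that bias stays open for the shifts in WT. The cytosolic shift at 90 min was lost without Abf1 0 min replicate 3, where the median was 0.05 (camera adjusted p = 0.396), without Abf1 90 min replicate 1 (0.14, camera adjusted p = 0.0958), without Abf1 90 min replicate 3 (0.13, camera adjusted p = 0.255) and under the replicate block (camera adjusted p = 0.0609). Without Abf1 0 min replicate 3 the cytosolic median at 20 min was -0.28 (camera adjusted p = 0.029). The mitochondrial median at 20 min changed sign without that library (-0.06, camera adjusted p = 0.136) and without Abf1 20 min replicate 2, where the set passed the threshold (-0.02, camera adjusted p = 0.021). Without Abf1 0 min replicate 2 the mitochondrial set passed it between the strains (-0.10, camera adjusted p = 0.0209). Further medians moved by over 1.5 times with no change of call, among them these: without WT 0 min replicate 3 the cytosolic median was 0.13 in WT and 0.14 between the strains, without Abf1 0 min replicate 3 it was 0.36 between the strains, and the mitochondrial median at 90 min was as low as 0.069, without Abf1 90 min replicate 2.

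The authors' deposited table gave a similar picture at the same thresholds. At both 20 and 30 min, the authors' deposited table held 499 lower and 29 higher genes, of which 484 and 26 were in the sets here. No gene passed in WT with rapamycin in the authors' deposited table, and 33 lower and 17 higher genes passed between the strains at 0 min. Across genes the log2 fold changes at 20 min in the authors' deposited table followed those fitted here with r = 0.98 and a slope of 0.841, and the slopes of the other comparisons lay between 0.708 and 0.851. The deposited fold changes were thus on a smaller scale, so the same fold minimum is not equivalent in both. The study used an older version of DESeq2 than the one run here, and the cause of the smaller scale was not tested.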

Values the study reported

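The study reported a mean Abf1 residence time of 4.2 min for the promoter between SRB2 and NCP1 and of 33 min for the promoter of OCA5. It obtained off-rates for 191 selected binding sites. It modelled the fall in mRNA synthesis for the 88 downregulated genes that also had Abf1 bound at the promoter, of which 82 gave a reliable fit. Among these downregulated genes, the study found the largest changes in output where off-rates were highest. Not all genes with Abf1 at the promoter showed a decrease.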

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

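The interaction at 90 min was picked out because it measures a difference between the strains in the effect of rapamycin. With 505 genes lower and 161 higher, the tagged strain and WT responded differently. All tests in this part were chosen only after the interaction calls were seen, those for depth, GC content with gene length, replicate batches and splits before their own outcome was known and the motif test after related outcomes were known. Thinning the 12 libraries to 3500982 counts each gave 637 calls, which included 92.0% of the original ones, so a difference in depth is argued against as the cause. Removing each library's trend on GC content and gene length, which moved single values by up to 0.64 on the log2 scale, gave 92.3% of the original calls again. A replicate block within each strain gave 895 calls, including 100% of the original ones, and with the GC and length correction in the same fit 967 calls, including 97.9%. Of 100 drawn splits of the 12 libraries, the real one included, 2 gave as many calls as the real split. The 4 drawn splits that kept the Abf1 90 min libraries together as one group gave from 668 to 965 calls (727 in the real one), and the 96 others gave 0, so the calls follow those 3 libraries. A difference in handling between the strains is argued against as the whole cause of the lower calls: 83.0% of the 505 had an Abf1 motif match upstream, against 12.5% of 5036 genes not called by interaction (Fisher's exact test p = 1.21e-244), and patterns with a changed spacer gave 4.55% against 5.10% (shorter) and 4.75% against 3.65% (longer). Of the 97 lower calls outside the lower set 54.6% had a match. The higher calls had a match in 12.4% of cases, as often as genes not called, so for these 161 genes indirect effects of depletion and a difference in handling cannot be told apart; no library separates the tag from the culture. A response to the loss of Abf1 from the nucleus is the biological explanation the design names, and it is a hypothesis here.

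Single genes showed the same difference. NPC2, at -7.19, and SMD1, at -6.43, fell in the tagged strain and not in WT, and they kept their calls in all fits that left out one library. BIL2, at 4.61, and RNP1, at 4.46, rose in the tagged strain from a few counts per library, and in WT both stayed at 5 counts or fewer. For these 2 genes the direction in the tagged strain rests on 59 counts or more (BIL2) and 51 counts or more (RNP1) per library at 90 min, but the comparison with WT depends on the fit, as leaving out one WT library removed each call. No further explanation was tested for the single genes.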

How the results depend on the processing

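Calls of lower genes from 10 min on, the lower set under other scalings and filters, and the share of the lower set called in WT stayed within their limits under DESeq2, RLE factors, no filter on low counts, the replicate block and total counts as library sizes. The decrease rate was refitted with TMM-scaled counts, on the log2 scale and without the 75 and 90 min time points. It moved by less than the SD over replicate numbers. Keeping every converged fit could not move it, because all 445 converged fits were reliable. The rate ran from 0.0915 to 0.103 per min across the 3 fits that each left out one replicate number. Causes of the changes below were not tested, except where fewer libraries or a stricter test made them.

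DESeq2 called 48 genes lower and 3 higher at 5 min, and 33 lower in the tagged strain before depletion. RLE factors, no filter and a minimum of 10 counts in every library each gave 1 gene higher at 5 min, and no filter gave 8 higher at 10 min. Total counts as library sizes (chosen after seeing the data) gave 7 higher at 10 min and 10 lower in the tagged strain before depletion, where lower genes made up 34.5% of calls against 53.3% with TMM factors.

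The replicate block gave 49 lower and 4 higher at 5 min, 59, 139, 156 and 244 higher at 20, 30, 40 and 50 min, 37 lower and 34 higher in the tagged strain before depletion, 246 higher by interaction and 48 higher at both 20 and 30 min. Under this block the cytosolic ribosomal protein genes at 90 min kept a median of 0.23 but not their call. The replicate block changed no other call of a set and moved no other count by over 1.5 times. The replicate numbers do not pair the strains, so the block means little for comparisons with WT. The block nested in strain (chosen after seeing the data) gave 52 lower and 4 higher at 5 min, 31, 65, 157, 169, 265 and 265 higher at 10, 20, 30, 40, 50 and 60 min, 48 lower and 44 higher in the tagged strain before depletion, 269 higher by interaction and 53 higher at both 20 and 30 min; with the GC and length correction as well, 371 were higher by interaction.

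Fits over only the groups compared had fewer libraries for the dispersion. They gave 0 lower at 5 min, 8, 22, 28, 35, 56, 63, 125 and 162 higher at 10, 20, 30, 40, 50, 60, 75 and 90 min, 8 higher in the tagged strain before depletion, and 7 lower and 26 higher in WT with rapamycin. There the common spread of WT is smaller than that of all libraries together.

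An adjusted p under 0.05 with no fold minimum gave 69 lower and 64 higher in the tagged strain before depletion, 460 higher by interaction, 133 higher at both 20 and 30 min, and 94.8% of its lower set still lower at 90 min. The stricter glmTreat gave 3 lower and 0 higher in the tagged strain, 310 lower and 23 higher by interaction, and 290 lower and 10 higher at both 20 and 30 min. Requiring calls at 15, 20 and 30 min left 16 higher genes, and calls at 30 and 40 min gave 53.

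Under fry and under camera with an estimated correlation, 4 set results lost their call with unchanged medians: the cytosolic genes at 90 min (0.23), in WT (0.22) and between the strains (0.24), and the mitochondrial genes in WT (0.075).

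Across the fits that each left out one library, lower genes ran from 16 to 27 at 5 min and from 8 to 10 in the tagged strain before depletion. Higher genes ran from 0 to 2 at 5 min, 6 to 14 at 10 min, 22 to 39 at 20 min, 31 to 101 at 30 min, 33 to 121 at 40 min, 81 to 162 at 50 min, 73 to 149 at 60 min, 123 to 321 at 75 min, 182 to 325 at 90 min, and 3 to 12 in the tagged strain before depletion. The share of the lower set still lower at 90 min ran from 89.6% to 94.5%. Cytosolic set medians ran from -0.28 to -0.050 at 20 min, from 0.046 to 0.31 at 90 min, from 0.13 to 0.27 in WT and from 0.14 to 0.36 between the strains. Mitochondrial set medians ran from -0.057 to 0.13 at 20 min, from 0.069 to 0.14 at 90 min, from 0.057 to 0.095 in WT and from -0.098 to -0.042 between the strains.

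A fit that keeps rRNA features was not run, because the counts used here held none. Depth limits genes with few counts, such as the snoRNA genes at 20 min and BIL2 and RNP1 in WT.

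In WT with rapamycin, the WT libraries fitted alone with the GC content and gene length trend of each library removed (chosen after seeing the data) gave 7 lower and 2 higher genes.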

Other observations

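Tests on neighbouring genes, chromosome ends, replicate 1, the time-course split, the ABF1 locus, GC content and gene length in WT and the simulated bias of the tag comparison were chosen only after the result was seen; the motif tests, the sign of the lower set in the tagged strain and the counts of splits were chosen after the calls were seen but before their own outcome was known.

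Other splits of the libraries were refitted without the shared fit over all groups. At 5 min 10 of the 10 splits of the 6 libraries gave as many calls as the real split, which gave 0 in that fit. At each of the 9 later time points, in WT with rapamycin and between the strains at 0 min, 1 of the 10 splits, the real one, gave as many, and the 9 others gave 0 calls. A share under 0.1 cannot be reached with 3 libraries against 3. For the time points, 4 of the 10 splits part every replicate pair, and of these only the real one gave calls after 5 min. For the calls at both 20 and 30 min, 1 of 100 drawn splits of the 9 libraries gave as many as the real one (470); of the 5 that kept the 0 min libraries together, another gave 463 and the other 3 gave 0, and splits that did not keep them together gave at most 48.

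The Abf1 consensus RTCRYNNNNNACG was searched in the 500 bp upstream of each gene in assembly R64, on both strands. A match was found for 426 of the 484 lower-set genes (88.0%) and for 12.2% of the 5190 tested genes in neither set (Fisher's exact test, two-sided, p = 1.32e-274, adjusted over 8 tests 1.06e-273). Patterns with a spacer 1 base shorter (5.17% against 5.01%, Fisher's exact test p = 0.828) or longer (4.75% against 3.60%, p = 0.207) showed no such difference, so the excess is tied to the spacing of the motif. This is consistent with direct loss of Abf1 at these promoters. Of the 1071 tested genes with a match, 39.8% were in the lower set. Genes first called lower at 5 to 15 min had a match in 85.6% of cases and those first called at 40 to 90 min in 37.4% (Fisher's exact test p = 1.11e-34). The later group still exceeded the 10.1% of genes never called lower (Fisher's exact test p = 1.31e-25), so late calls may mix indirect effects with slow or weak direct ones.

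Of the 28 higher-set genes, 15 (53.6%) lay next to a lower-set gene, against 13.7% of tested genes outside the lower set and at most 11 in 10000 random lists (permutation p = 1e-04, one-sided, the smallest these draws can give). A motif match was found upstream of 35.7% of the 28 (Fisher's exact test p = 0.00126, adjusted 0.00252). In all 10 tandem pairs, in which both genes lie on one strand, the lower gene was downstream of the higher one, and in 0 pairs it was upstream; among other tested genes 210 tandem pairs had it downstream and 175 upstream (Fisher's exact test p = 0.00287). CPP3 upstream of ARO3 (3.42 against -3.97 at 20 min on the log2 scale) and SPO19 upstream of TAF14 (3.78 against -1.41), named after their values were seen, are examples. In the 10 tandem pairs the higher gene thus ends on the side of the lower gene's promoter. A further 4 pairs were divergent and 3 convergent, and in these it does not. A candidate explanation for the tandem pairs is that a gene ending at an Abf1 site gains reads when the protein leaves. The paper reports that Abf1 can block RNA polymerase II on its way, better where Abf1 stays bound longer. How the loss of such a block would raise counts within the upstream gene is not shown. Whether polymerase runs further once Abf1 leaves was not tested, as counts per gene hold no positions, and the strand use of the counting stays open.

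The lower set was already reduced in the tagged strain before depletion. Its median log2 difference from WT was -0.19, and 88.8% of its genes were below 0, against 47.7% of the genes in neither set. The higher set had a median of 0.32, with 22 of 28 genes above 0. Choosing the sets on the 0 min libraries works the other way: in 20 simulations that carried the observed changes at 20 and 30 min but no tag effect, 496 to 534 genes were called lower and 57 to 92 higher at both times, and the lower-set median lay between 0.00497 and 0.037 and the higher-set median between -0.16 and -0.07. The selection bias is therefore argued against, and the tag may already lower Abf1 function somewhat. A strain difference other than the tag stays open, since only one tagged strain was measured here.

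Near chromosome ends, 4 of the 30 genes called between the strains at 0 min (13.3%) lay within 30 kb of an end, against 5.02% of 5702 tested nuclear genes. Fisher's exact test gave p = 0.0608, so with 30 genes the strain comparison and chromosome position cannot be told apart from chance.

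Replicate 1 of the tagged strain stood apart from replicates 2 and 3 over the whole time course. In it 199 genes were over 2-fold lower and 5 higher, and 188 of the 199 were lower at each of the 11 time points. Only 1 of the 199 belongs to the lower or higher set. Their median log2 difference from the mean of the WT libraries was -0.75 in replicate 1 and 0.81 in replicates 2 and 3, so both sides departed from WT. The lowest included PRM2, SEO1, IMD2, COS12 and GAL4, named after their values were seen. A whole gained or lost chromosome is argued against, as chromosome medians lay between -0.092 and 0.017. Depth is argued against too, with a ratio of 1.06 between the median totals. Of the 199 genes 25.6% lay within 30 kb of a chromosome end (Fisher's exact test p = 1.1e-23), so altered silencing near the ends could account for those 51 genes; the other 148 are unaccounted for. No biological explanation is given by the design.

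After group and replicate means were taken out, dividing each replicate's time course into an earlier and a later part explained the most variance (30.3%) when the division lay between 20 and 30 min. A linear trend over the order of time points explained 25.6%, or 4.74 percentage points less, a trend over minutes 24.1% and the course of the lower set 23.6%, or 6.75 points less. In 2000 draws of each of these 3 shapes with permuted residuals, in which the best of the 10 divisions was taken as in the data, 0 draws gave as large a gap (permutation p = 5e-04 for each, the smallest these draws can give). This argues against a steady drift and against replicates that differ only in the size of the lower set's response. Differences in the size of a response with another course were not tested, and an irregular drift stays open. In replicate 2 the second principal component of the deviations from the group means ran from 2.78 to 5.68 at 0 to 20 min and from -12.6 to -8.09 at 30 to 90 min. A change of handling between 20 and 30 min is a candidate explanation; the labels name none. Any part of it shared by the 3 replicates cannot be told apart from the change with time, which bears on the comparisons of 30 to 90 min with 0 min, the higher calls there and the interaction, and not on those of 5 to 20 min.

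Newly made ABF1 RNA ran from 666 to 1030 CPM in the 33 tagged libraries and from 310 to 385 CPM in the 6 WT libraries. If lower Abf1 function raised ABF1 synthesis, full depletion should raise it further. All 10 changes after rapamycin were above 0, from 0.21 to 0.33 on the log2 scale, but they share the 0 min libraries and none passed the threshold. A fold change under 1.5 had been named as the outcome against this explanation, but a small rise excludes nothing here, so the explanation stays open. KTI12 (YKL110C, chromosome XI, 228939 to 229880), which ends opposite ABF1, was lower in the tagged strain at 0 min (-0.60, SE 0.10, edgeR adjusted p = 0.000467), while RAD27 on the other side of ABF1 was not called (-0.28, SE 0.17, edgeR adjusted p = 0.525). Inserting the tag at the end of ABF1 may alter both, by changing the end of the transcript or how its reads are counted; the counts do not separate these.

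The 10 features with the most counts took 6.25% to 8.26% of each library. They included the chaperone genes HSP104, HSP82, SSA4, SSA1, SSA2 and BTN2 and the drug pump genes SNQ2 and PDR5, all named after their values were seen. HSP104 held 1.27% of the counts in WT 0 min and 1.04% in Abf1 0 min. Cells without 4-thiouracil were not analysed here, so no cause was tested.

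The calls in WT with rapamycin, found when the WT libraries were fitted alone, may come from GC content and gene length bias. Removing the trend of each library, which moved single values by up to 0.30 on the log2 scale, gave 15.2% of the 33 calls again. A drug effect on short genes would be removed by the same correction, so a response to rapamycin stays open as well.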
